A study of Mus musculus with 3 samples. Its data were reported in "Nascent-Seq reveals novel features of mouse circadian transcriptional regulation" (2012).

How the data were processed

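Chromatin from the livers of adult C57BL/6 mice, kept in 12 h of light and 12 h of darkness, was immunoprecipitated at ZT8 (Zeitgeber time 8, 8 h after lights on) with an antibody against CLK (CLOCK) or against BMAL1. CLK and BMAL1 are the transcription factors that pair to drive the circadian clock. Both immunoprecipitates and an Input library, made from chromatin with no antibody, came from the same liver extract. The labels give 1 library per antibody and 1 Input, so the 3 samples form 3 groups of 1 and no value has a replicate. Every test below therefore compares the peaks of these libraries, and none of them tests a difference between animals or conditions. Libraries were amplified for 15 PCR cycles and sequenced as 36 nt reads.

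The authors mapped the reads to the mouse genome mm9 with bowtie, kept reads with a single position, and called peaks with MACS for each ChIP library separately against the one Input library. Per the file headers, MACS was run with an effective genome size of 1890000000 bp, a tag size of 36, a band width of 80, a model fold of 5 and a p-value cutoff of 1e-05. The local background was the highest of the peak region and windows of 1 kb, 5 kb and 10 kb. For each peak the deposited lists give its start and end, its summit, the count of tags in it, a score, a fold enrichment and an FDR. The deposited score is 10 times the negative log10 of the MACS p-value, so the cutoff lies at a score of 50. The deposited fold enrichment is the ratio of the ChIP signal to the local Input background. The deposited FDR is a percent that MACS obtains by swapping the ChIP and Input libraries. These are the values of single peaks as the authors' peak caller gave them, and they were used to describe, rank or filter peaks within their own list. The values of both lists met in the correlation across shared peaks. With a score of at least 100 in a peak's own list, CLK:BMAL1 and CLK only peaks were selected on the CLK score and BMAL1 only peaks on the BMAL1 score. A deposited table, for the whole series, gives each peak's class (CLK:BMAL1, BMAL1 only or CLK only), its assigned gene and other annotation, including the distance to the start site in bp. The authors assigned a peak inside a gene to that gene and any other peak to the gene with the nearest start site. They report a manual inspection of this assignment for the CLK:BMAL1 peaks and describe none for the other classes. For CLK:BMAL1 peaks the table holds the position of the CLK peak.

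The depth of each library was read from the headers. The ChIP libraries had 37371047 (CLK) and 28920754 (BMAL1) mapped tags and the Input 18846303. After removal of tags at the same position, 33057959, 25217144 and 18206506 remained. Shares of peaks are given with exact 95% Clopper-Pearson intervals. These intervals cover counting error only, since PCR copies are not independent molecules and the libraries were not replicated.

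Tests and alternatives were chosen before the data were examined unless stated otherwise. Peaks overlapped when they shared at least 1 bp. The chance level came from 10000 random placements of the CLK peaks on their own chromosomes, between the first and last peak of either list, in a one-sided permutation test. Medians were compared with two-sided permutation tests of 100000 resamples. Summit distances were compared with 10000 draws that placed each summit uniformly within its peak. Shares of peaks or genes were compared with two-sided Fisher's exact tests. Benjamini-Hochberg adjustment was made over the 3 pairs of classes. For the overlap by rank, each list was ordered by score, with ties broken by tags, and split into 4 rank groups. A list of 33 clock and clock-controlled genes, 17 of which the text of the study names, and a list of 79 genes highly transcribed in liver were written beforehand. Genes with peaks of both classes compared were left out of the Fisher's exact test of the liver list.

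Sequences were taken from the NCBIM37 assembly, whose chromosome lengths contain every peak of the table. An e-box was the hexamer CACGTG within 100 bp of the MACS summit, and the background was the sequence from 400 to 500 bp on either side. CLK:BMAL1 and CLK only peaks were centred on the CLK summit and BMAL1 only peaks on the BMAL1 summit. The feature at each summit was read from GENCODE M1, with exons taking precedence over introns. The gene symbols are those of the authors' table. The named peaks are all CLK:BMAL1 peaks at a listed clock gene, the 10 BMAL1 peaks of highest score that overlap a CLK peak, and the 3 BMAL1 only and 3 CLK only peaks of highest score. Values outside that rule were chosen after they were seen.

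Alternatives covered stricter thresholds (a score of at least 100, an FDR of at most 5%, the top 500 peaks), other overlap rules, other measures of strength, other distances to the start site, 1 peak per gene, e-boxes within 50 bp of the summit and e-boxes with 1 mismatch. Further alternatives were added after the data were seen. They were the BMAL1 summit for shared peaks, a score of at least 100 for e-boxes, a BMAL1 score of at least 100 for both CLK:BMAL1 and BMAL1 only peaks, with either summit, peaks counted in place of liver genes, and the clock list without the genes that the study names. Because both lists share one Input, libraries without binding were also simulated at the observed depths over 6300000 windows of 300 bp. The gamma-distributed background had a relative SD of 0, 0.25 or 0.5 and was drawn for each window or for blocks of 9900 bp.

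Gaps between a CACGTG and a hexamer with at most 1 mismatch, on either side of it, were counted within 100 bp of the summit and tested with a two-sided exact binomial test. For base composition, the share of peaks with CACGTG was divided by the mean share over 51 rearranged hexamers with the same bases and 1 CpG, and the difference of ratios was resampled over peaks 1000 times. For the X chromosome, the tags of each autosomal peak were halved, with the local background unchanged or halved, and the share of peaks still past the cutoff was applied to the number expected from length or from protein-coding genes. For the FDR, each strong peak's FDR was multiplied by its rank.

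Scripts were tested on simulated data. With 50 planted overlaps among 759 peaks the overlap step found 50, and all 200 planted e-boxes in 500 windows were found. The permutation test of medians gave a p under 0.05 in 2 of 100 runs without a difference. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The tags of one library at the peaks of the other were not analysed here.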

Results

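CLK and BMAL1 binding in the mouse liver was measured by ChIP-seq at a single time, ZT8, with 1 library per antibody and 1 Input library as the common control. The CLK library held 37371047 mapped tags, 1.29 times the 28920754 of the BMAL1 library, and the Input held 18846303. Duplicate tags made up 11.5% of the CLK library, 12.8% of the BMAL1 library and 3.39% of the Input. None of the values below has a replicate, and the tests compare peaks within and between these lists.

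MACS called 759 CLK peaks and 1578 BMAL1 peaks. Many peaks of both lists lay close to the calling cutoff, at a score of 50. The median score was 59.2 in the CLK list and 59.5 in the BMAL1 list, and only 94 CLK peaks (12.4%) and 233 BMAL1 peaks (14.8%) had a score of at least 100. The median peak held 23 tags in both lists. The median fold enrichment over the local Input was 6.35 for CLK (interquartile range 5.61 to 7.41) and 6.80 for BMAL1 (6.04 to 8.17). An FDR of at most 5% was given to 162 CLK peaks and to 752 BMAL1 peaks. In the CLK list the FDR did not follow the score, since 70 of the 94 peaks with a score of at least 100 (74.5%) had an FDR above 5%, against 0 of 233 in the BMAL1 list. Of the 665 CLK peaks with lower scores, 138 (20.8%) had an FDR of at most 5%.

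The first question was how often CLK and BMAL1 occupy the same sites. Of the CLK peaks, 211 (27.8%, 95% interval 24.6 to 31.1) shared at least 1 bp with a BMAL1 peak, and 211 BMAL1 peaks (13.4%, 11.7 to 15.2) shared at least 1 bp with a CLK peak. Random placement of the CLK peaks gave a mean of 0.484 overlapping peaks and at most 5. The observed number was 436 times the chance mean (one-sided permutation p = 0.0001, the smallest that 10000 placements can give). The placements were not limited to mappable or open chromatin. The ratio therefore cannot separate binding of the same sites from a common preference for such regions. The size of this ratio depended on the setting. It ranged from 147 with peaks extended by 500 bp to 3734 with a score of at least 100 in both lists. Simulated libraries without binding, called against one Input, shared between 0 and 36 windows across 5 assumed backgrounds. The threshold moved the shares most. With a score of at least 100 in both lists, 59 peaks overlapped, which were 62.8% of the CLK peaks and 25.3% of the BMAL1 peaks, and in the top 500 peaks of each list the share was 33.6% of the BMAL1 peaks. In these settings a partner outside the selection did not count as an overlap. The authors' table lists 211 CLK:BMAL1, 1368 BMAL1 only and 548 CLK only peaks. One of its BMAL1 only peaks, on chromosome 3 from 41368809 to 41369314 and assigned to Phf17, did overlap a CLK peak, so the lists give 1367 BMAL1 peaks without an overlap. One BMAL1 peak at Nr1d1, on chromosome 11 from 98634814 to 98637273, covered 2 CLK peaks. The 211 CLK and 211 BMAL1 peaks formed 212 overlapping pairs, so a CLK peak must also have overlapped 2 BMAL1 peaks. That CLK peak was not identified here.

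Overlap depended on the strength of the peak. Each list was split by score into 4 rank groups of near equal size, group 1 holding the highest scores. In the BMAL1 list the share of peaks with a CLK peak was 43.5% in group 1, 5.58% in group 2, 2.78% in group 3 and 1.52% in group 4. In the CLK list the shares with a BMAL1 peak were 62.6%, 25.8%, 16.8% and 5.82%. Group 1 exceeded group 4 by 42.0 percentage points for BMAL1 and by 56.8 for CLK (permutation p = 1e-05 for both, two-sided, the smallest that 100000 resamples can give). Ranking by fold enrichment moved these differences most, to 34.9 and 41.0. Among the 50 peaks of highest score, 45 BMAL1 peaks and 40 CLK peaks overlapped the other list.

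**Figure D1:**
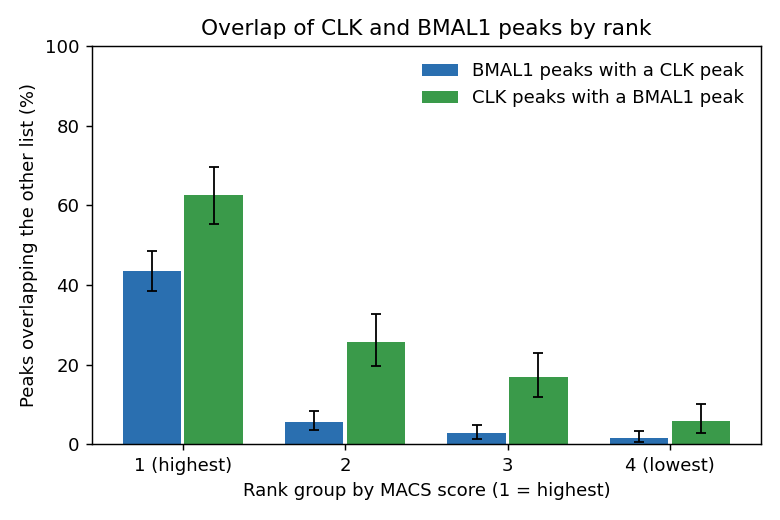
Share of peaks (%) that overlap a peak of the other factor, by rank group of each list ordered by MACS score; bars are shares of peaks and error bars exact 95% binomial intervals. The share falls from 43.5% to 1.52% for BMAL1 peaks and from 62.6% to 5.82% for CLK peaks.

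Shared peaks were stronger than the others of their own list. The median fold enrichment of BMAL1 peaks was 10.7 with a CLK peak and 6.76 without (permutation p = 1e-05, the smallest possible). For CLK peaks it was 7.41 with a BMAL1 peak and 6.19 without (permutation p = 1e-05, the smallest possible). The distributions overlapped, since 56 BMAL1 peaks without a CLK peak (4.10%) and 94 CLK peaks without a BMAL1 peak (17.2%) reached the median of the shared peaks. Restricting both lists to scores of at least 100 left a difference of 3.68 for BMAL1 and of 1.68 for CLK.

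The second question was whether the factors sit at the same position within a shared site. The CLK and BMAL1 summits of the 212 pairs were a median of 21 bp apart (interquartile range 11.8 to 46.3), and 165 pairs (77.8%) were within 50 bp. Summits placed at random within the same peaks were a median of 177 bp apart (one-sided permutation p = 0.0001, the smallest possible). Taking the centre of each peak in place of the summit moved the median most, to 37.8 bp. The centres were also closer than random summits (one-sided permutation p = 0.0001, the smallest possible). The test therefore cannot tell a common summit position from the alignment of the peaks themselves. The median was smaller for summits than for centres, and this difference was not tested. Across the 212 pairs, the log2 fold enrichment of CLK and BMAL1 was correlated with a Spearman rho of 0.494 and a Pearson r of 0.540 (permutation p = 1e-05 for each, the smallest possible). This correlation is across peaks of 2 libraries that share a control, and peaks are not independent replicates. With tags in place of fold enrichment, rho was 0.724.

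The CACGTG e-box, the canonical site of the CLK:BMAL1 dimer, was then counted within 100 bp of the summit. It was present in 125 of 211 CLK:BMAL1 peaks (59.2%, 95% interval 52.3 to 65.9), 301 of 1368 BMAL1 only peaks (22.0%, 19.8 to 24.3) and 57 of 548 CLK only peaks (10.4%, 7.97 to 13.3). The flanking sequence held it in 8.53%, 2.78% and 1.09% of the same peaks. The summit share exceeded the flank share in each class (two-sided Fisher's exact test, p = 5.86e-30, 3.5e-58 and 4.75e-12, adjusted over 6 tests, with and without a mismatch, p = 8.79e-30, 2.1e-57 and 4.75e-12). CLK:BMAL1 peaks carried the hexamer more often than both other classes, and BMAL1 only more often than CLK only peaks (37.2, 48.8 and 11.6 percentage points; two-sided Fisher's exact test, p = 1.88e-26, 6.53e-42 and 1.21e-09, adjusted over 3 pairs to 2.82e-26, 1.96e-41 and 1.21e-09). Allowing 1 mismatch raised the shares to 97.6%, 70.3% and 62.2%, and the flank shares to 51.7%, 44.7% and 38.9%. Stricter scores were tried after the data were seen. With a BMAL1 score of at least 100, 58.8% of 131 CLK:BMAL1 and 62.1% of 103 BMAL1 only peaks had an e-box, with no detectable difference (two-sided Fisher's exact test, p = 0.687). With a CLK score of at least 100, 63.2% of 68 CLK:BMAL1 peaks and 1 of 26 CLK only peaks had one (59.4 percentage points, two-sided Fisher's exact test, p = 7.28e-08, adjusted p = 1.09e-07). In rank group 1 of the CLK list, 60.5% of peaks with a BMAL1 peak and 14.1% of those without had an e-box (two-sided Fisher's exact test, p = 1.99e-10). In rank group 1 of the BMAL1 list these shares were 62.8% with a CLK peak and 49.8% without (two-sided Fisher's exact test, p = 0.0108), and in its group 4 66.7% (4 of 6) and 10.8% (p = 0.00207 in the exact test). These are 3 of the 8 rank groups compared, and the p-values are not adjusted.

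**Figure D2:**
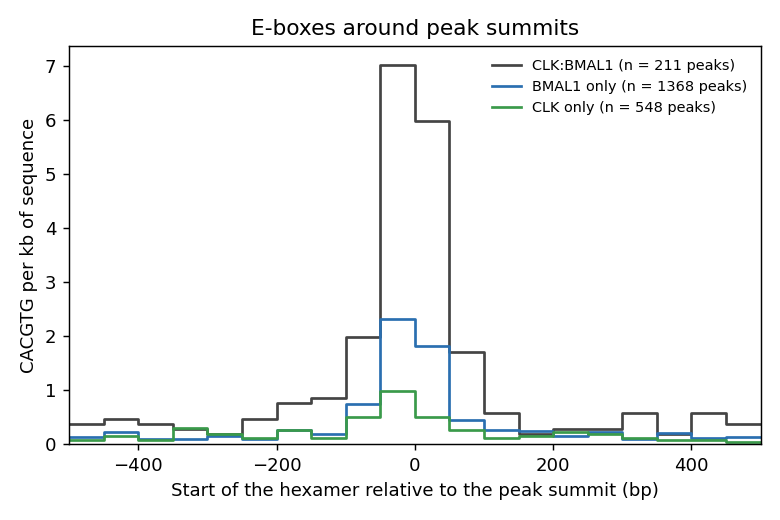
Number of CACGTG hexamers per kb of sequence in 50 bp bins from 500 bp before to 500 bp after the summit, for 211 CLK:BMAL1, 1368 BMAL1 only and 548 CLK only peaks. Hexamers are placed by their start, so a hexamer that spans the summit can count as before it. In all 3 classes the density of starts is highest in the 50 bp before the summit.

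CLK:BMAL1 dimers have been described at paired e-boxes, so the gaps between a CACGTG and an e-box-like hexamer (at most 1 mismatch) before or after it were counted from 0 to 20 bp. Of 106 such pairs in CLK:BMAL1 peaks, 9 had a gap of 6 bp and 16 a gap of 7 bp, and the other gaps held a mean of 4.26 (2 to 8). Gaps of 6 or 7 bp were 23.6% of pairs, against 9.52% for equal use of all gaps (exact binomial test, p = 1.67e-05, adjusted over 3 classes to 5.01e-05). In BMAL1 only peaks 20 of 140 pairs had a gap of 6 bp and 5 a gap of 7 bp (exact binomial test, p = 0.00213, adjusted p = 0.00319). In CLK only peaks the 23 pairs showed no detectable preference (exact binomial test, p = 0.0617, adjusted p = 0.0617).

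**Figure D3:**
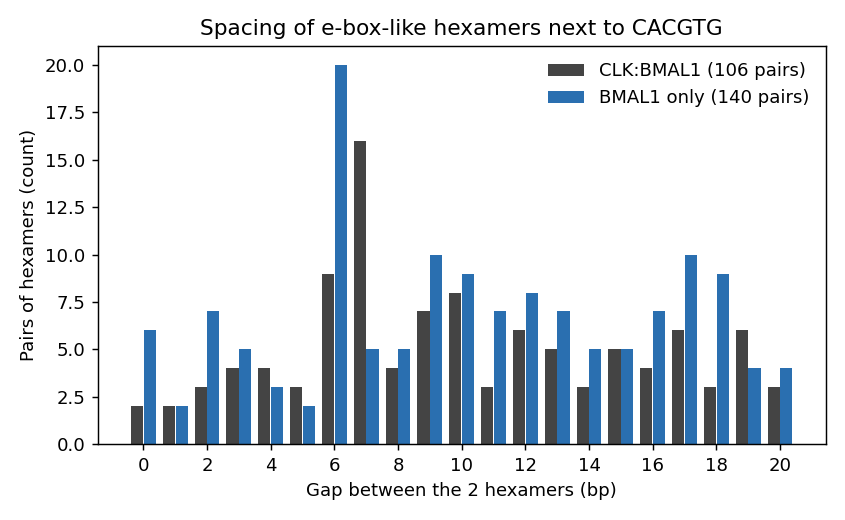
Number of pairs of a CACGTG and an e-box-like hexamer by gap (bp) within 100 bp of the summit; bars are counts of pairs in CLK:BMAL1 (106 pairs) and BMAL1 only (140 pairs) peaks. The counts are highest at 7 bp (16) and 6 bp (9) in CLK:BMAL1 peaks and at 6 bp (20) in BMAL1 only peaks.

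**Figure D4:**
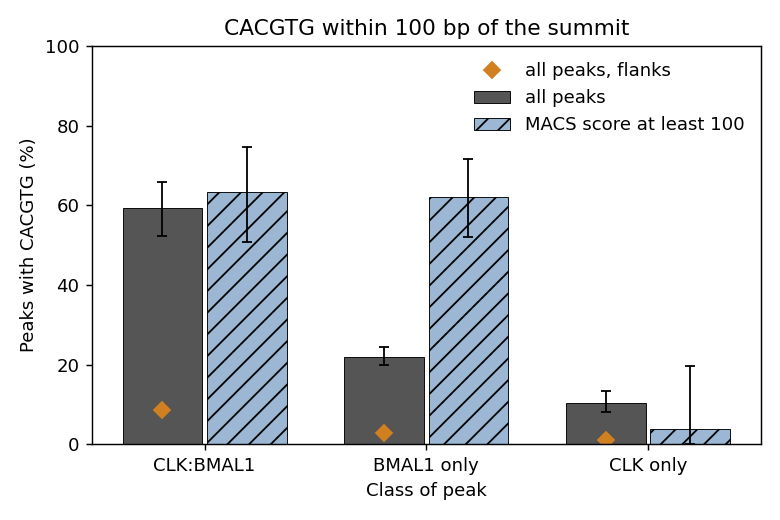
Share of peaks (%) with CACGTG within 100 bp of the summit, by class, for all peaks and for peaks with a MACS score of at least 100 (the CLK score for CLK:BMAL1 and CLK only peaks, the BMAL1 score for BMAL1 only peaks); error bars are exact 95% binomial intervals and diamonds the flanks of all peaks. BMAL1 only peaks rise from 22.0% to 62.1% with the stricter score and CLK only peaks do not.

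The position of peaks relative to genes was taken from the authors' table. Its peaks were assigned to 194 genes for CLK:BMAL1, 1284 for BMAL1 only and 506 for CLK only. At least 2 of these peaks are assigned to genes whose listed coordinates belong to another chromosome, since they exceed the chromosome of the peak. Both are the first peak of their chromosome. Such a gene with coordinates that fit on the chromosome would not show in this way. Peaks within 1000 bp of the start site were 35.1% of CLK:BMAL1, 16.3% of BMAL1 only and 10.04% of CLK only peaks, and all 3 pairs of classes differed (two-sided Fisher's exact test, p = 1.25e-09, 8.16e-15 and 0.000327, adjusted p = 1.87e-09, 2.45e-14 and 0.000327). Widening the distance to 5000 bp moved these shares most, to 48.8%, 24.2% and 17.7%. The share within genes was 42.7%, 41.4% and 44.3%, with no detectable difference between any pair (two-sided Fisher's exact test, adjusted p = 0.764 for each). In GENCODE M1 the summit lay in an exon in 14.2% of CLK:BMAL1, 11.9% of BMAL1 only and 11.9% of CLK only peaks, and in a 5′ UTR in 8.53%, 4.02% and 2.92%. No difference in the exon share was detected between any pair of classes (two-sided Fisher's exact test, adjusted p = 0.589, 0.589 and 1). The share of genes with at least 2 peaks of a class was 6.19%, 6.23% and 6.13% (two-sided Fisher's exact test, adjusted p = 1 for each pair). At least 3 peaks fell on 4 genes for CLK:BMAL1, 3 for BMAL1 only and 6 for CLK only. No difference between the classes was detected in their distribution over the 20 chromosomes (chi-square 50.4, permutation p = 0.0851). The X chromosome held 4 CLK peaks (0.527%, 95% interval 0.144 to 1.34) and 5 BMAL1 peaks (0.317%, 0.103 to 0.738), against 6.28% of the assembled genome.

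Genes of the clock and clock-controlled genes, from a list of 33, were compared with the other target genes. Of the 33 listed genes, 17 had a CLK:BMAL1 peak, 7 had only BMAL1 only or CLK only peaks and 9 had none. Listed genes were 17 of the 194 genes with a CLK:BMAL1 peak and 7 of the 1692 other genes with a peak (odds ratio 23.1, two-sided Fisher's exact test, p = 1.52e-12). The list was not independent of the study, whose text names 17 of the 33 genes. Leaving these out, an alternative chosen after the data were seen, gave 6 of 183 genes against 4 of 1689 (odds ratio 14.3, two-sided Fisher's exact test, p = 0.000121). The odds ratio moved most, to 13.8, with only peaks within 10000 bp of the start site or inside the gene. The 17 genes carried 26 CLK:BMAL1 peaks, of which 16 (61.5%) had an e-box. Fold enrichment at these peaks ranged from 4.39 to 24.0 for CLK and from 4.80 to 36.9 for BMAL1. Among these 26 summits, 5 lay in exons, 9 in introns and 12 between genes.

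All 10 BMAL1 peaks of highest score among the shared ones were at genes of this list. The BMAL1 peak of highest score (2036.89, fold enrichment 36.9) covered 2 CLK peaks of Nr1d1, the gene of REV-ERBα. The first, on chromosome 11 from 98634888 to 98635752 (mm9), had a CLK score of 626.27 and a fold enrichment of 24.0, with its summit in an intron. Its nearest e-box, at 98635173 to 98635178, lay in the sequence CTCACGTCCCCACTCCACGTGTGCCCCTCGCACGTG. The second, from 98636166 to 98637193, had its summit in the 5′ UTR and no e-box within 100 bp. The next Nr1d1 site, from 98644403 to 98645139 and 8215 bp from the start site, was between genes and had a BMAL1 score of 1325.90. Gm129 (Ciart) had the second highest BMAL1 score, 1491.85, on chromosome 3 from 95685769 to 95687019, 243 bp from the start site. The Tef peak on chromosome 15 (81641048 to 81641918, 5′ UTR) had a BMAL1 score of 1148.90 and an e-box at 81641484 to 81641489 in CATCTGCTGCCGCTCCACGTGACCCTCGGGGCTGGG. At Dbp on chromosome 7, the peak from 52962783 to 52963723, in an exon of a non-coding transcript, had a BMAL1 score of 1052.09 and 2 e-boxes, and that from 52959945 to 52960689, 284 bp from the start site, had a score of 597.14 and none. The highest CLK score, 701.37, was at Per1 on chromosome 11 (68908069 to 68908987, 227 bp from the start site), where the BMAL1 score was 1018.17. The remaining peaks of the 10 were at Bhlhe41 (chromosome 6, 145814579 to 145815192, BMAL1 score 876.83), Nr1d2 (chromosome 14, 19070688 to 19071458, in an intron, 870.44) and Per2 (chromosome 1, 93355697 to 93356403, 145 bp from the start site, 602.34). Of these 3, only the Nr1d2 peak had an e-box within 100 bp. The Cry1 peak (chromosome 10, 84647588 to 84648065, 28 bp from the start site) had a CLK score of 71.5 and a BMAL1 score of 219.39, and the Wee1 peak (chromosome 7, 117264786 to 117265337), with the lowest BMAL1 score of the 26, had scores of 91.1 and 61.5.

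All 3 of the strongest BMAL1 only peaks had an e-box, and none of the 3 strongest CLK only peaks did. The BMAL1 only peaks were assigned to Pcsk4 (chromosome 10, 79785540 to 79786822, coding exon, score 347.31), Gmfb (chromosome 14, 47441592 to 47442467, 5′ UTR, 345.44) and Rgs16 (chromosome 1, 155544441 to 155545256, between genes, 291.39). The e-box at Gmfb lay in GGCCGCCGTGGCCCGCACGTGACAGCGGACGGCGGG. The CLK only peaks were assigned to Thrsp (chromosome 7, 104564846 to 104566258, coding exon, score 254.90), Apoa1 (chromosome 9, 46036653 to 46039112, coding exon, 198.63) and Gm8579 (chromosome 6, 3151389 to 3151686, between genes, 192.56).

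Highly transcribed loci can give ChIP signal without specific binding, so 79 genes highly transcribed in liver were compared across classes. They were 4 of the 194 genes with a CLK:BMAL1 peak (2.06%), 2 of the 1284 with a BMAL1 only peak (0.156%) and 16 of the 506 with a CLK only peak (3.16%). CLK only differed from BMAL1 only (two-sided Fisher's exact test, p = 2.47e-08, adjusted p = 7.4e-08). CLK:BMAL1 differed from BMAL1 only (two-sided Fisher's exact test, p = 0.00239, adjusted p = 0.00358) and from CLK only (p = 0.0428 in the same exact test, adjusted p = 0.0428). The last difference did not hold when peaks were counted in place of genes, an alternative added after the data were seen (Fisher's exact test, adjusted p = 0.339). Alb alone had 3 CLK:BMAL1 and 7 CLK only peaks, and Tat 1 and 4. None of the 79 genes is on the list of clock genes.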

Values the study reported

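The study reported 759 binding sites for CLK and 1579 for BMAL1 in mouse liver, of which 211 were shared. It counted 184 direct target genes behind these shared sites, and 12 of its targets were non-coding RNA genes.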

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

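The alternatives chosen only after the results were seen were the BMAL1 summit for shared peaks, the scores of at least 100 for e-boxes, the liver list counted by peaks and the clock list without the genes that the study names. Over 27 results, 93 alternative values were computed, of which 76 kept the direction and the side of the threshold, 3 fell below the threshold, 8 moved beyond their interval and 6 changed direction. The differences in fold enrichment, the trends with rank, the correlation, the enrichment of clock genes and the shares near start sites kept both under every alternative tried for them.

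The extent of overlap depended on the threshold. With a score of at least 100 in both lists 59 CLK peaks overlapped (62.8% of CLK and 25.3% of BMAL1 peaks), and with an FDR of at most 5% 64 did (39.5% of CLK and 8.38% of BMAL1 peaks). In the top 500 peaks of each list the shares were 33.6% and 33.6%. Fewer peaks entered each of these comparisons, and a partner outside the selection no longer counted. This lowers the counts by construction and can lower the shares. The FDR kept 162 CLK and 752 BMAL1 peaks, so it changed the sizes of the lists unequally.

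Of the differences that changed direction, 5 had not been past the threshold. The share within genes of CLK:BMAL1 minus BMAL1 only peaks was −0.867 percentage points with 1 peak per gene. The share of genes with at least 2 peaks, by annotation identifier, was −0.900 for CLK:BMAL1 minus CLK only and −0.469 for BMAL1 only minus CLK only. With at least 3 peaks, the differences were 1.83 for CLK:BMAL1 minus BMAL1 only (exact test, adjusted p = 0.0219) and −0.952 for BMAL1 only minus CLK only (exact test, adjusted p = 0.0278). These rest on 4, 3 and 6 genes, and the cause was not tested.

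Counted by peaks, the liver list differed by −1.79 percentage points between CLK:BMAL1 and CLK only (exact test, adjusted p = 0.339), and the cause was not tested. For e-boxes, CLK:BMAL1 exceeded BMAL1 only by 1.10 points at a score of at least 100 in the own list (exact test, adjusted p = 1), where 68 peaks selected on the CLK score met 103 selected on the BMAL1 score. With both selected on the BMAL1 score, 131 and 103 peaks were left, and the difference was −3.36 points (exact test, p = 0.687), or 0.459 around the BMAL1 summit (exact test, p = 1). The cause was not tested. With 1 library per antibody, none of these values has a replicate to set it against.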

Other observations

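The tests of the exon share of CLK only peaks, base composition, partners lost to depth or threshold, e-boxes against the Input, the strongest CLK only peaks, the FDR and the X chromosome (copy number and genes) were chosen only after the results were seen. The labels give no groups beyond the antibodies, so no biological explanation was tested by a contrast of conditions.

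Most peaks of each list had no partner in the other. Peaks near the calling threshold are a candidate explanation. The share of BMAL1 peaks with a CLK peak was 42.0 percentage points higher in rank group 1 than in group 4 (permutation p = 1e-05, the smallest possible), as this explanation needs, though sites bound by one factor alone would also give it if they were weaker. The tables argue against signal over exons as the cause of most CLK only peaks, since 11.9% of their summits lay in exons (exact 95% interval 9.27 to 14.9). The exon share of CLK only minus BMAL1 only peaks was −0.0539 percentage points, which decides nothing about smaller numbers of peaks, since exon signal in both libraries would also give a difference near 0.

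Sites of both factors whose partner was lost were assumed to carry e-boxes like shared peaks, which was not tested below the calling threshold. Shared peaks in rank groups 2, 3 and 4 of the BMAL1 list had CACGTG in 63.6% of 22, 54.5% of 11 and 66.7% of 6. In BMAL1 only peaks the share fell with rank, from 49.8% in group 1 to 10.8% in group 4. The share with CACGTG was 48.8 percentage points higher in CLK:BMAL1 than in CLK only peaks. In the 4 rank groups of the CLK list it was 60.5%, 57.1%, 56.3% and 63.6% of shared and 14.1%, 8.51%, 13.3% and 7.87% of CLK only peaks. Under that assumption, these values argue against the lower depth of the BMAL1 library as the cause of most CLK only peaks. They argue in the same way against BMAL1 partners under the calling threshold. A smaller part of them stays open. The share was also 37.2 points higher in CLK:BMAL1 than in BMAL1 only peaks, and lower in BMAL1 only peaks in each rank group of the BMAL1 list. Under the same assumption, this argues against lost CLK partners as the cause of most BMAL1 only peaks. With a BMAL1 score of at least 100 the difference was −3.36 points (Fisher's exact test, p = 0.687), so CLK partners under the threshold may account for strong BMAL1 only peaks, and binding of BMAL1 with another partner stays open. Shared peaks were few in the last groups, with 11 of the CLK and 6 of the BMAL1 list.

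Both lists were called against one Input library, so chance low values of that library could create shared peaks. Among libraries simulated without binding, the largest number of windows called in both was 36, with a relative SD of 0.5 drawn for each 300 bp window, and 0 or 1 under the other 4 assumed backgrounds. The same SD drawn for blocks of 9900 bp gave 0. The observed number was 211, but other backgrounds stay open, and for any one peak the Input cannot be told apart from binding by this simulation. E-boxes argue against the Input as the source of the shared peaks as a set, since 59.2% had CACGTG at the summit and 8.53% in the flanks.

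E-boxes were rare in CLK only peaks. If the weak CLK only peaks were false calls and the strong ones true sites of the dimer, those in rank group 1 of the CLK list would carry e-boxes like shared peaks, but 14.1% did against 60.5%. The tables also argue against base composition. CACGTG was 19.9 times as frequent as rearranged hexamers of the same bases in CLK:BMAL1, 12.3 times in BMAL1 only and 7.01 times in CLK only peaks, and the ratio was 5.27 higher in BMAL1 only than in CLK only peaks (95% bootstrap interval 3.19 to 7.31).

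Highly transcribed loci may account for part of the CLK only peaks. The liver list was a share 3.30 percentage points larger among genes with a CLK only peak than among genes with a BMAL1 only peak, with genes that had both left out. Of CLK only peaks with a score of at least 100, 23.1% were at these genes, against 4.21% of the other CLK only peaks (Fisher's exact test, p = 0.00116), and 34.6% had their summit in an exon, against 10.7% (Fisher's exact test, p = 0.00163). Only 26 peaks are behind these shares. Of the 7 CLK:BMAL1 peaks at these genes, 0 (0%, exact 95% interval up to 41.0) had an e-box, against 61.3% of the other CLK:BMAL1 peaks (Fisher's exact test, p = 0.00161). These peaks lie at 4 genes and are not independent. Of the 28 CLK only peaks at genes of the list, 10.7% had an e-box, against 10.4% of the others (Fisher's exact test, p = 1). The list holds 79 genes, so how many CLK only peaks lie at highly transcribed loci was not measured. Binding of CLK without BMAL1 at such genes stays open as well.

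A preferred spacing is a hypothesis for the paired e-boxes of CLK:BMAL1 peaks. Gaps of 6 and 7 bp were 2.93 times as frequent as the mean of the other gaps, which is consistent with it. BMAL1 only peaks had an excess at 6 bp but not at 7 bp, and the difference between the classes was not tested. Repeated sequences were not examined as a source.

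Most strong CLK peaks had an FDR above 5%, and so did most of the weaker ones, of which 138 of 665 (20.8%) had at most 5%. The interquartile range of the CLK FDR was 5.05 to 5.54, so the limit of 5% lay close to many values. A possible explanation for the strong peaks is a few strong peaks of the Input over the CLK library in the swapped comparison, from which MACS derives the FDR. FDR times rank implied at most 4 swapped peaks for the CLK peaks with a score of at least 100, and at most 1 for the BMAL1 peaks. This count follows from the definition of the FDR, and the swapped peaks are not in the lists, so this cannot be told apart from other causes.

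Few peaks lay on the X chromosome, with 4 CLK and 5 BMAL1 peaks. By length, 50.9 CLK and 106 BMAL1 peaks would be expected on X at full coverage. The tables argue against the lower number of genes on X as the whole cause, since its share of protein-coding genes gave 32.9 CLK and 68.4 BMAL1 peaks (one-sided exact Poisson test, p = 2.97e-10 and 2.53e-23). The study used male mice, and a single X copy at 50% of the autosomal coverage might lower the number. With halved tags and an unchanged background, 0.876 CLK and 2.97 BMAL1 peaks were expected by length, and the observed CLK number was higher (one-sided exact Poisson test, p = 0.0123). With a halved background as well, 6.88 and 17.3 were expected, and the observed BMAL1 number was lower (one-sided exact Poisson test, p = 0.00056). By protein-coding genes the expected numbers were 0.566 and 1.91 with an unchanged background and 4.44 and 11.1 with a halved one. The observed numbers lay between these values, but the background of X was not measured, so the single copy cannot be told apart from a lower density of sites on X.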
